A study of Mus musculus with 8 samples. Its data were reported in "The neuroendocrine transition in prostate cancer is dynamic and dependent on ASCL1" (2024).

How the data were processed

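Gene expression was measured with Visium slides for formalin-fixed tissue, in which pairs of probes against the mouse transcriptome are captured by barcoded spots. The deposited matrices hold raw UMI counts per gene and barcode, with no normalization, as the authors obtained them with Space Ranger 2.0.0 against the mm10 genome build. Each of the 8 matrices lists 32589 genes and between 4943 and 4992 barcodes, nearly the whole array, without spot positions or a tissue outline. The deposited feature table uses 38 symbols for more than 1 gene, and these kept their identifier. It also names 304 features as deprecated, which held between 0.474 and 0.816% of the UMIs of a section and were kept as given.

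Spots with at least 1000 UMIs and at least 1000 genes were used. The study gives these limits for its spatial analysis of deconvolved tumour counts, and here they were applied to the counts as deposited. They kept between 90.0 and 100% of the UMIs. The median spot held 5336 and 6200 UMIs at 2 and 3 weeks, 7098 and 8035 at 4 and 6 weeks, 14147 and 10152 in the 10-week primary sections and 7320.0 and 7054 in the lymph node sections. The spots used held between 14441370 and 81791026 UMIs per section.

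UMIs were summed over the spots of each section and compared with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood F test) in R 4.3.3, with all 8 sections and 4 group means in 1 fit. The biological coefficient of variation was 5.16%, which reflects adjacent slices and not mice. A second fit compared, inside each section, spots divided into 3 equal parts by the share of their UMIs in 21 NE marker genes, the highest part with the lowest, with the section as a block, an effect of that contrast per group, and a test of the difference of that effect between lymph node and primary sections. The 21 score genes were left out of that second fit. P-values were adjusted by Benjamini and Hochberg over all genes of a comparison, and tests were two-sided. A gene was called at an adjusted p below 0.05 with an absolute log2 fold change of at least 1. The SE of a log2 fold change was taken from the F statistic, as the absolute value over the root of F. It understates the counting error where a group has few counts. CPM used library sizes scaled by TMM, but ratios and bounds from few counts and the CPM of barcodes below the filter used total UMIs without that scaling.

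Before the data were examined, 28 gene lists, the comparisons and the rule for naming genes were fixed. By that rule the text may name the factors and markers the study named, the 5 called genes with the largest rise and the 5 with the largest fall among genes of at least 20 CPM in the higher group (Gm and Rik names left out), and up to 3 called members of each list with the smallest adjusted p, or for a list without called members the one with the highest level. Of the genes so taken, those that carry the account are named. Lists were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01, adjusted over the lists of a comparison, and again with a correlation estimated from the data.

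Shares of spots with a gene were taken after each spot was thinned without replacement to 3000 UMIs, with shallower spots left out, and carry exact Clopper-Pearson intervals of 95%. Where a share was 0, the limit given is 3 counts over the spots. Where a gene had 1 to 3 UMIs in a group, the ratio per total UMIs is given with an exact binomial interval, and where it had none, a bound against a floor of 3 counts. Intervals and floors cover counting error only. The analysis of spots used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-image 0.26.0.

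Alternatives were DESeq2 1.42.0, upper quartile scaling, no filter on low counts, a fit with only the groups compared, a replicate block, other depth limits for spots, all barcodes, each spot thinned to 1000 UMIs, no fold threshold, other ways to rank spots (4 parts, a score after thinning to 3000 UMIs, which also leaves out shallower spots, a score from 5 genes), other thinning depths, and leaving out each section in turn. An analysis of the upper UMI mode alone, divided by the Otsu method on log10 UMIs, was added after the counts were seen. The pipeline was tested on simulated negative binomial counts, drawn from the mean share of each gene over all sections with a fixed spread for all genes. In these, 50 genes per fold size were altered. The simulation thus held no real group differences, and its error rates apply to that fixed spread and not to the spread of these sections. Of genes changed 2-fold, at the threshold itself, it called 24 and 22 of 50. Of genes changed 3-fold it called 46 of 50 and of genes changed 4-fold 48 of 50 in each of the comparisons simulated, and of genes left unchanged 3 of 16618 and 0 of 14966.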

Results

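The data are Visium spatial expression counts from formalin-fixed sections of mouse prostate tumours. The tumours grew from prostate organoids engineered to lack Rb1 and Trp53 and to overexpress Myc (RPM), placed into the prostate of immunocompetent mice. A Visium slide carries an array of barcoded spots, each covering several cells, and pairs of gene probes report the transcripts under each spot. The 8 sections form 4 groups of 2. By the sample records, which list 10 tumours where the series text speaks of 4 independent ones, these are tumours at 2 and 3 weeks after transplantation (3 tumours per section), at 4 and 6 weeks (3 tumours), primary tumours at 10 weeks (2 tumours) and lymph node metastases at 10 weeks (2 tumours). The 2 sections of a group are adjacent slices of the same tumours, so the errors below measure the spread between adjacent slices and not between mice, and neither slide nor preparation batch is given, so no value within a slide or batch could be had. Sections at 2 and 3 weeks held 16042941 and 19511848 UMIs (unique transcript counts) in all. Those at 4 and 6 weeks held 41082099 and 42109332, the 10-week primary sections 81802160 and 65866049, and the lymph node sections 64438156 and 65569803. After a filter on UMIs and genes, 1658 and 1707 spots remained at 2 and 3 weeks, 3304 and 2824 at 4 and 6 weeks, 4955 and 4933 in the 10-week primary sections and 4916 and 4889 in the lymph node sections. Levels are given as CPM (UMIs scaled to a common library size) with the SD over the 2 sections of a group. Fold changes are log2 values with an SE derived from the F statistic of the edgeR quasi-likelihood fit. This SE is too small for genes with few counts in a group. A gene was called at an adjusted p below 0.05 together with an absolute log2 fold change of at least 1. Genes named as the largest rises and falls had at least 20 CPM in the higher group.

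The first comparison, of 4 and 6 weeks with 2 and 3 weeks, asks what changed as the tumours left their earliest stage. Ascl1, a neural lineage transcription factor, rose from 0.377 ± 0.307 CPM (SD, n = 2) to 41.7 ± 2.44 CPM (SD, n = 2), a log2 fold change of 6.87 ± 0.19. Before thinning, only 4 of 1658 and 2 of 1707 early spots held Ascl1, so the size of this fold is less certain than its SE. Other neuroendocrine (NE) factors rose with it: Insm1 by 4.48 ± 0.20, Snai3 by 1.45 ± 0.10, Prox1 by 1.36 ± 0.12 and Hes6 by 1.21 ± 0.07. Foxa2, a forkhead factor of endoderm and NE cells, had 2 UMIs at 2 and 3 weeks and 465 at 4 and 6 weeks, a ratio per total UMIs of 92.9 (95% exact counting interval 25.6 to 769.7). Genes of prostate epithelium went the other way. The secretory proteins Spink1 (-5.87 ± 0.11) and Msmb (-5.45 ± 0.11), the basal keratins Krt5 (-2.91 ± 0.09) and Krt15 (-2.79 ± 0.09), and the androgen receptor gene Ar (-1.39 ± 0.08) fell. Here and in the other comparisons between sections the values are sums over whole sections. Tumour cells were not separated from prostate tissue of the host, so such falls need not lie in the tumour cells.

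By gene list, 7 of 15 NE transcription factors rose, 1 fell and 7 did not pass, with the same counts when adjusted over the list alone. Nfatc2 was among those that did not pass, at 0.59 ± 0.09. The list shift had an adjusted p of 5.6e-05, and an adjusted p = 0.057 with an estimated correlation. Among the general NE markers 4 of 21 rose, including Celf3 (3.52 ± 0.15) and Chga (2.41 ± 0.15), and 5 fell, so that the list as a whole showed no shift (adjusted p = 0.68). Of 15 NOTCH pathway genes 2 rose, the inhibitory ligand gene Dll3 (3.99 ± 0.33) and Jag2 (1.06 ± 0.07), and none fell, while upper quartile scaling gave 1 higher and 3 lower. All 10 prostate secretory genes fell, and this list shift held with an estimated correlation (adjusted p = 0.0071). Of the androgen receptor and its targets 5 of 12 fell, among them Nkx3-1 (-1.71 ± 0.08) and Slc45a3 (-1.62 ± 0.09), with an adjusted p = 0.057 with an estimated correlation. Of 11 basal genes 6 fell (adjusted p = 0.28 with an estimated correlation), while the luminal keratin gene Krt8 differed by -0.16 ± 0.08 and was not called. Proliferation genes rose in 4 of 13 cases, with Top2a at 1.40 ± 0.07 and Aurkb at 1.20 ± 0.07 (adjusted p = 0.28 with an estimated correlation).

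Tissues around the tumour also differed between the sections of the first comparison. Of 13 T cell genes 12 fell, with Cd3d at -2.16 ± 0.15 and Trac at -1.58 ± 0.13 (adjusted p = 0.081 with an estimated correlation). Of 7 MHC class II genes 5 fell, with Cd74 at -1.59 ± 0.08 and H2-Eb1 at -1.52 ± 0.08 (adjusted p = 0.21 with an estimated correlation). All 6 skeletal muscle genes fell, such as Myh4 (-6.38 ± 0.17) and Tnnt3 (-4.69 ± 0.12), a shift that held with an estimated correlation (adjusted p = 0.041), and nerve and Schwann cell genes fell in 8 of 10 cases (adjusted p = 0.16 with an estimated correlation). Seminal vesicle genes rose in 5 of 6 cases (adjusted p = 0.0071 with an estimated correlation), with Svs4 at 6.88 ± 0.09, Svs2 at 7.16 ± 0.11, Svs5 at 6.05 ± 0.11 and Pate4 at 7.49 ± 0.13. These seminal vesicle genes, which the organ next to the prostate expresses strongly, were thus among the largest rises. The largest falls were in Prol1 (-11.76 ± 0.27), Pip (-8.20 ± 0.39), Ckmt2 (-7.14 ± 0.24), Spink1 and Sbp, which had 1 UMI against 3155 at 2 and 3 weeks, a ratio per total UMIs of 7893 (95% exact counting interval 1416 to 311847) in favour of the earlier sections.

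Of 17595 genes tested between these groups, edgeR called 4336, 1120 higher and 3216 lower at 4 and 6 weeks. Under upper quartile scaling, which moved the median of all genes to -0.25, the split was 670 higher and 3990.0 lower. With each spot thinned to 1000 UMIs before summing, 1925 genes were called, and in that setting Prox1 at 0.98 and Jag2 at 0.94 were past the adjusted p only. The engineered genes were not called: Rb1 at 0.05 ± 0.10, Trp53 at -0.97 ± 0.08 and Myc at 0.46 ± 0.07. The study added Myc as a codon-optimized cDNA, and whether the mouse probes bind it is not given. Myc values here and below may thus read the endogenous gene and not the added one. Trp53 was past both thresholds with DESeq2 (-1.02), upper quartile scaling (-1.17), a fit of the 2 groups alone (-1.01) and spots of at least 5000 UMIs (-1.01). Rb1 changed sign under upper quartile scaling (-0.15) and with thinned spots (-0.07).

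The next comparison, of 10-week primary tumours with 4 and 6 weeks, spans the switch to NE carcinoma that the study followed. Every NE transcription factor on the list rose, 15 of 15, both over all genes and adjusted over the list alone. Ascl1 reached 1902 ± 17.4 CPM (SD, n = 2), a rise of 5.51 ± 0.09 on the log2 scale, with Foxa2 at 5.57 ± 0.08, Insm1 at 5.23 ± 0.09, Prox1 at 4.84 ± 0.08 and Hes6 at 3.40 ± 0.07. Factors almost without counts earlier appeared. Sox1, a neural progenitor factor, went from 2 to 31343 UMIs, a ratio per total UMIs of 8649.8 (95% exact counting interval 2394 to 71427), and Olig3 from 2 to 4940 UMIs, a ratio of 1363 (95% exact counting interval 377 to 11260.3).

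The remaining factors of that list rose too, several of them to a low level. Pou3f2 rose by 6.80 ± 0.31, Pou3f4 by 4.69 ± 0.16, Onecut2 by 4.59 ± 0.17, Neurod1 by 4.23 ± 0.45, Pou2f3 by 4.19 ± 0.37, Mycn by 2.70 ± 0.20, Snai3 by 1.78 ± 0.07 and Nfatc2 by 1.08 ± 0.08. Neurod1 came to 1.38 ± 0.366 CPM (SD, n = 2) and Pou2f3 to 2.26 ± 0.335 CPM (SD, n = 2). Without replicate 1 of the 10-week primary sections Nfatc2 stood at 0.95 and was not called. The list shift held with an estimated correlation (adjusted p = 0.0048). The study chose Hes6, Prox1, Insm1, Nfatc2 and Snai3 on these same 10-week sections, and placed Ascl1 in a module with Hes6, Prox1 and Insm1. It also described Mycn, Onecut2, Pou3f2, Pou3f4 and Olig3 in NE regions of these sections, and named Foxa2 and Sox1 from bulk RNA of RPM tumours. The whole list was taken from factors that the study text names, so its direction here is not independent evidence.

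Of the general NE markers 19 of 21 rose and none fell (adjusted p = 0.0076 with an estimated correlation), with Ddc at 6.01 ± 0.09, Stmn3 at 6.01 ± 0.10 and Chga at 3.81 ± 0.09. NOTCH ligand and target genes rose in 5 of 15 cases, with Dll3 at 5.25 ± 0.10, Hes5 at 5.22 ± 0.18 and Dll1 at 4.27 ± 0.09 (adjusted p = 0.24 with an estimated correlation). The largest rises included the channel gene Pkd2l1 (9.53 ± 0.18), the neurofilament gene Nefl (7.80 ± 0.18) and the homeobox gene Rhox5 (7.63 ± 0.17).

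Prostate, seminal vesicle and stromal genes were lower at 10 weeks. Of 12 androgen receptor genes and targets 7 fell, with Nkx3-1 at -5.07 ± 0.11 and Ar at -1.25 ± 0.08 (adjusted p = 0.20 with an estimated correlation). All 6 seminal vesicle genes fell (adjusted p = 0.0076 with an estimated correlation), with Svs4 at -14.11 ± 0.14, Svs5 at -14.06 ± 0.18, Svs2 at -13.31 ± 0.16 and Pate4 at -11.89 ± 0.15. Secretory genes fell in 7 of 10 cases and rose in 2, with Tgm4 at -6.95 ± 0.09 (adjusted p = 0.054 with an estimated correlation), and Pate14 fell by 9.84 ± 0.15. Smooth muscle genes fell in 8 of 9 cases, with Myh11 at -4.20 ± 0.10 (adjusted p = 0.20 with an estimated correlation), and fibroblast genes in 8 of 12, with Lum at -3.65 ± 0.11 and Dcn at -3.12 ± 0.13 (adjusted p = 0.24 with an estimated correlation). Krt8 (-0.35 ± 0.08) and Krt5 (0.26 ± 0.09) were not called. In the other direction, all 6 skeletal muscle genes rose (adjusted p = 0.24 with an estimated correlation). Adipose genes rose in 3 of 6 cases (adjusted p = 0.56 with an estimated correlation), and nerve and Schwann cell genes rose in 4 and fell in 2 of 10 (adjusted p = 0.24 with an estimated correlation).

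Genes of antigen presentation and of the interferon response were lower as well. MHC class I genes fell in 6 of 9 cases, with B2m at -1.81 ± 0.09 and Tapbp at -1.69 ± 0.08 (adjusted p = 0.24 with an estimated correlation). All 7 MHC class II genes fell, with H2-Eb1 at -1.76 ± 0.08 (adjusted p = 0.25 with an estimated correlation). Interferon response genes fell in 9 of 10 cases, with Cxcl10 at -2.10 ± 0.08 and Irf7 at -1.90 ± 0.07 (adjusted p = 0.20 with an estimated correlation). Markers of cells that carry such genes moved with them: 8 of 12 macrophage genes fell, with C1qa at -1.28 ± 0.07 (adjusted p = 0.24 with an estimated correlation), as did 11 of 13 T cell genes (adjusted p = 0.34 with an estimated correlation) and 8 of 10 B cell genes (adjusted p = 0.38 with an estimated correlation).

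Among the engineered genes, counts of Rb1 rose by 1.44 ± 0.08, while Trp53 at 0.93 ± 0.07 and Myc at 0.39 ± 0.07 were not called, and Trp53 passed without replicate 1 of the 10-week primary sections (1.04). In all, edgeR called 5140 of 17595 genes, 2398 higher and 2742 lower at 10 weeks.

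**Figure D1:**
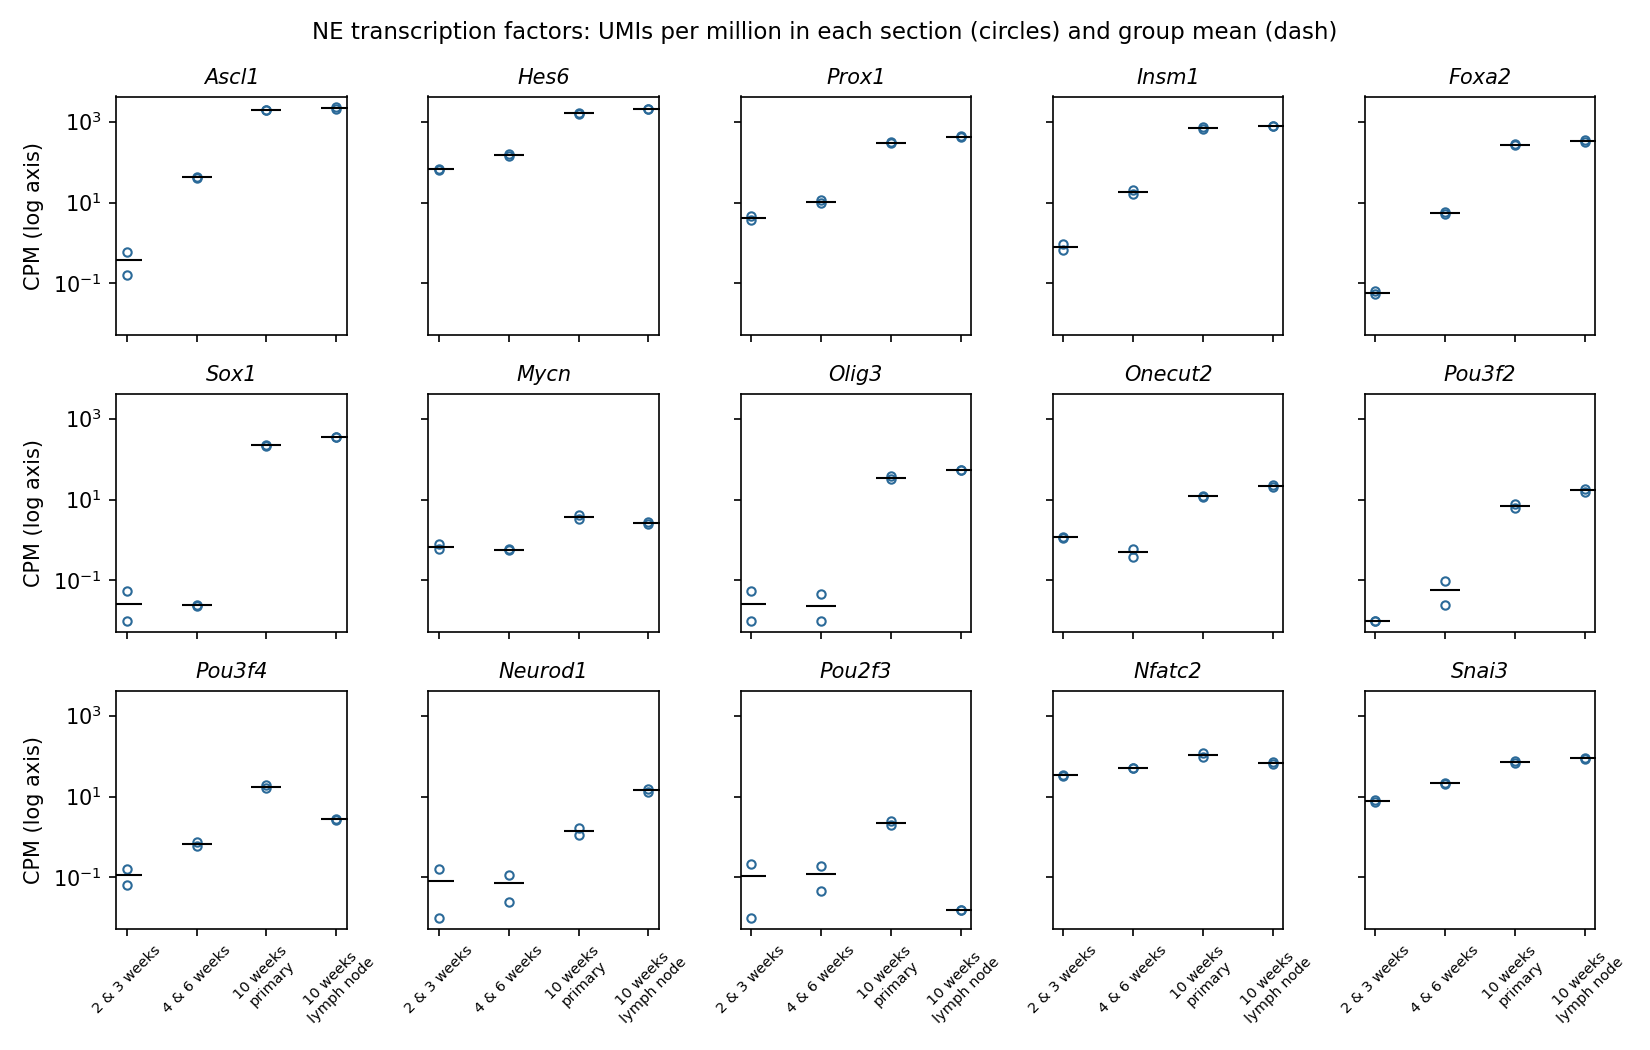
Each panel shows 1 NE transcription factor, with the level in CPM on a log axis against the 4 groups of sections. Circles are the 2 sections of a group, dashes their mean, and a section with no UMI is drawn at 0.01 CPM. Ascl1 stands at 0.377 ± 0.307 CPM (SD) at 2 and 3 weeks, 41.7 ± 2.44 at 4 and 6 weeks and 1902 ± 17.4 in the 10-week primary sections.

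Set against the earliest sections directly, the 10-week primary tumours showed the full span of the change. Ascl1 differed by 12.38 ± 0.15 on the log2 scale, where the SE is again too small for its few early counts, and Chga by 6.22 ± 0.12. Foxa2 went from 2 to 38084 UMIs, a ratio per total UMIs of 4201 (95% exact counting interval 1163 to 34692), and Sox1 from 1 to 31343 UMIs, a ratio of 6915 (95% exact counting interval 1241 to 273143). Cnpy1 had no UMI at 2 and 3 weeks and was at least 435-fold higher at 10 weeks against a floor of 3 counts over the group, and the ratio for Clstn3, with 3 UMIs early, was 1508 (95% exact counting interval 516 to 7314). At the other end, Pate14 (-12.10 ± 0.14), Spink1 (-11.92 ± 0.17), Sbp (-11.28 ± 0.19), Msmb (-9.05 ± 0.14) and the blood group enzyme gene Abo (-8.83 ± 0.19) fell the most.

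All 15 NE transcription factors rose over this span, and 10 of 12 androgen receptor genes and targets fell, with Ar at -2.64 ± 0.08. The first list held with an estimated correlation (adjusted p = 0.034), the second did not (adjusted p = 0.11 with an estimated correlation). Of the secretory genes 9 of 10 fell, with Tgm4 at -8.54 ± 0.09 (adjusted p = 0.034 with an estimated correlation). Basal genes fell in 9 of 11 cases, with Krt5 at -2.65 ± 0.09 (adjusted p = 0.20 with an estimated correlation), and Krt8 at -0.50 ± 0.08 was not called. All 12 fibroblast genes fell, with Col3a1 at -2.51 ± 0.07 (adjusted p = 0.16 with an estimated correlation), and all 7 MHC class II genes, with Cd74 at -2.87 ± 0.08 (adjusted p = 0.16 with an estimated correlation). Proliferation genes rose in 7 of 13 cases and fell in 1, with Top2a at 1.99 ± 0.07 (adjusted p = 0.20 with an estimated correlation).

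Rb1 rose by 1.49 ± 0.09 over the whole span, from 16.1 ± 1.49 to 44.9 ± 4.19 CPM (SD, n = 2 each). Trp53 at -0.04 ± 0.07 and Myc at 0.85 ± 0.07 were not called, and Myc passed in the setting with each spot thinned to 1000 UMIs, at 1.04. Of 17595 genes 8290 were called, 3217 higher and 5073 lower, against 5285 with each spot thinned to 1000 UMIs. Under upper quartile scaling the split was 2303 higher and 5795 lower.

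**Figure D2:**
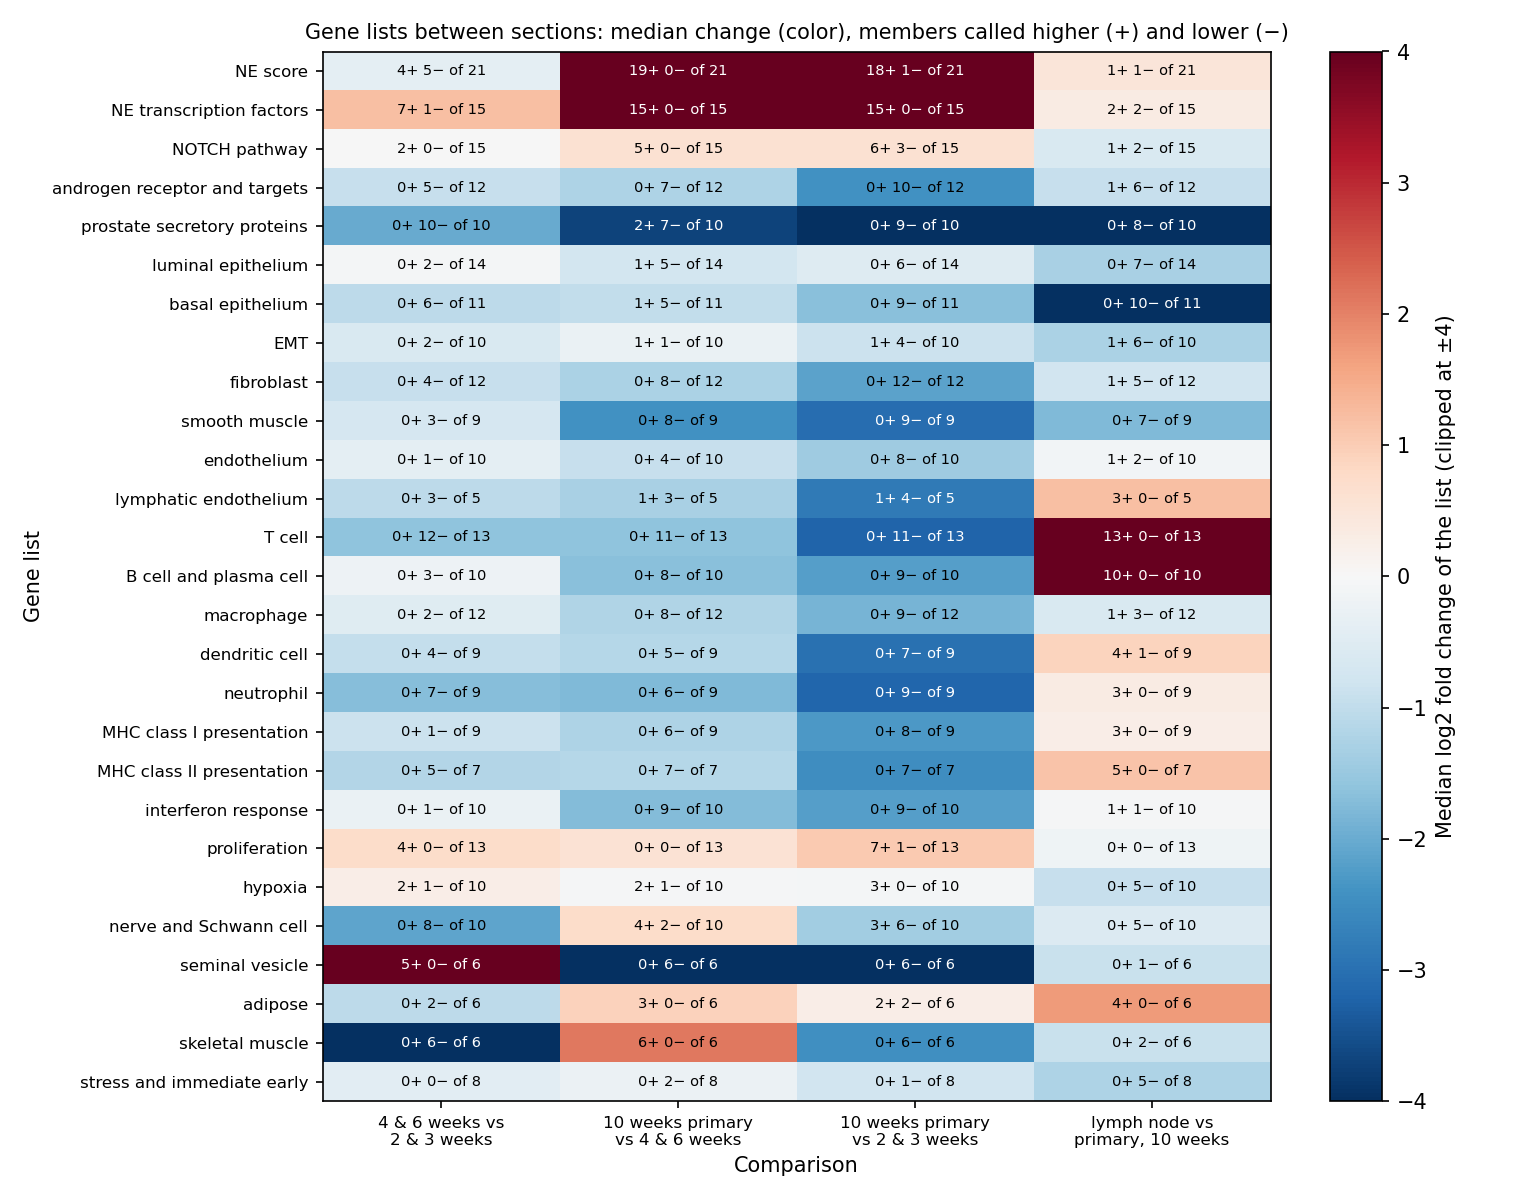
The rows are gene lists fixed before the counts were examined and the columns are the 4 comparisons between groups of sections. Color gives the median fitted log2 fold change of a list, clipped at 4 either way, and the text in a cell the members called higher (+) and lower (−) of those measured. All 15 NE transcription factors were called higher at 10 weeks than at 4 and 6 weeks, and all 13 T cell genes higher in lymph node than in primary sections.

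The study asked where Ascl1 first appears, so each spot was thinned to 3000 UMIs and the share of spots with an Ascl1 UMI was taken per section. At 2 and 3 weeks no spot of 1188 and none of 1268 held one, which allows a share of up to 0.253% and 0.237%. At 4 and 6 weeks 10.0% of 2171 spots (95% exact interval 8.81 to 11.4%) and 8.93% of 2140 spots (7.75 to 10.2%) held Ascl1. In the 10-week primary sections the share was 91.8% of 4863 spots (91.0 to 92.6%) and 92.7% of 4556 (91.9 to 93.4%), and in the lymph node sections 98.5% of 4314 (98.1 to 98.9%) and 98.6% of 4074 (98.2 to 98.9%). The intervals cover counting error alone, and the steps between stages were far larger than the gap between adjacent sections.

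In the 10-week sections nearly every barcode of the array passed the filter, and spots fell into an upper and a lower mode of UMIs. The upper mode of the primary sections held Ascl1 in 88.5% of 3081 and 88.8% of 2700 spots, and the barcodes below it in 97.6% of 1782 and 98.3% of 1856. In the lymph node sections the upper mode held it in 98.4% of 2267 and 97.9% of 2285 spots and the lower one in 98.7% of 2047 and 99.4% of 1789. The files give neither spot positions nor a tissue outline, so the share of barcodes off the tissue could not be measured. The average reads per sample and per spot in the study imply fewer spots per section than passed the filter here. Part of the spots used at 10 weeks may thus lie off the tissue and hold transcripts that spread there. Median Ascl1 per spot was 2237 and 2176 CPM below the upper mode of primary sections, against 1652 and 1405 within it. In lymph node sections it was 2259 and 2462 against 1948 and 2084 CPM. The shares above and the spot comparisons below may include such barcodes.

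**Figure D3:**
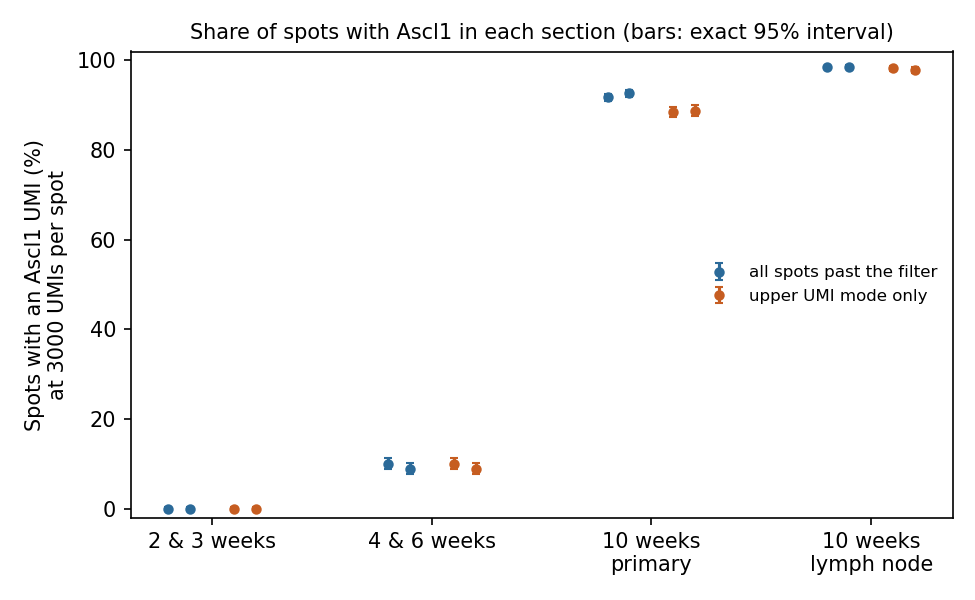
The share of spots with at least 1 Ascl1 UMI, in percent, at 3000 UMIs per spot in each of the 8 sections, with bars for the exact 95% interval. Blue points use all spots past the filter and orange points those in the upper UMI mode, a choice made after the counts were seen. The share goes from 0 at 2 and 3 weeks to 10.0 and 8.93% at 4 and 6 weeks and 91.8 and 92.7% in the 10-week primary sections.

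Whether Ascl1 lay in spots with luminal (Krt8) or basal (Krt5) keratin was read at the same depth. At 4 and 6 weeks Krt8 was found in 62.4% of 218 and 57.1% of 191 spots with Ascl1, against 65.1% of 1953 and 61.7% of 1949 spots without it. Krt5 was found in 14.2 and 15.7% of spots with Ascl1 and in 15.2 and 11.0% without, so neither keratin set the Ascl1 spots apart by more than the intervals at this stage. In the 10-week primary sections Krt8 was in 53.6 and 59.1% of the spots with Ascl1 and in 37.0 and 38.4% of those without. Krt5 was the reverse, at 13.4 and 16.8% with Ascl1 and 26.7 and 38.4% without. In the lymph node sections Krt8 was in 44.5 and 39.4% of Ascl1 spots, and Krt5 in none of 4250 and none of 4016, which allows up to 0.0706% and 0.0747%. A spot holds several cells, so these shares do not show both transcripts in 1 cell, and no test was run across spots. The study stained protein in single cells and counted more ASCL1-positive cells with KRT8 than with KRT5 at 6 weeks. The shares of spots do not test that result.

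Lymph node metastases were compared with primary tumours at the same age of 10 weeks. Most NE genes differed by less than the fold threshold between the sites, though all 15 NE transcription factors passed the adjusted p. Ascl1 stood at 2174 ± 116 CPM (SD, n = 2) in lymph node and 1902 ± 17.4 in primary sections, and neither it (0.19 ± 0.07), Hes6 (0.38 ± 0.07), Insm1 (0.18 ± 0.08), Sox1 (0.70 ± 0.06), Chga (-0.02 ± 0.07) nor Dll3 (0.23 ± 0.07) was called. Of 15 NE transcription factors 2 rose and 2 fell. Neurod1, a neuronal differentiation factor, rose by 3.35 ± 0.16 to 14.3 ± 1.5 CPM (SD, n = 2), and Pou3f2 by 1.26 ± 0.12. Pou3f4 fell by 2.68 ± 0.12, and Pou2f3, the factor of tuft cells, had 2 UMIs against 319 in primary sections, a ratio of 140.4 (95% exact counting interval 38.5 to 1164) in favour of the primary.

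What set the sites apart most was lymphocytes on one side and basal epithelium on the other. All 10 B cell and all 13 T cell genes rose in the lymph node, with Cd19 at 9.06 ± 0.19, Cd79b at 6.97 ± 0.13, Cd3e at 5.38 ± 0.12 and Trac at 5.19 ± 0.11. With an estimated correlation the B cell list had an adjusted p = 0.0498 and the T cell list an adjusted p = 0.0498. The largest rises were Ighd (10.66 ± 0.16), Fcmr (9.27 ± 0.20), a feature under the Fcmr identifier that the file marks as deprecated (9.05 ± 0.21), Cd19 and the homing receptor gene Sell (8.70 ± 0.14). Basal genes fell in 10 of 11 cases (adjusted p = 0.065 with an estimated correlation), with Krt14 at -8.09 ± 0.10 and Krt17 at -8.20 ± 0.14. Krt5 had 3 UMIs in lymph node sections against 8901 in primary sections, a ratio of 2611 (95% exact counting interval 893 to 12664) in favour of the primary. The largest falls were Krt5, Pla2g2f (-10.51 ± 0.17), the cornified envelope genes Crct1 (-10.29 ± 0.27) and Sprr1b (2 against 2865 UMIs, a ratio of 1261 (95% exact counting interval 349 to 10414) in favour of the primary), and a deprecated feature under the Krt5 identifier (-10.10 ± 0.18).

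Luminal, androgen and stromal genes were lower in the lymph node too. Luminal genes fell in 7 of 14 cases, with Tacstd2 at -7.06 ± 0.11 (adjusted p = 0.14 with an estimated correlation), while Krt8 at -0.63 ± 0.08 was not called. Prostate secretory genes fell in 8 of 10 cases (adjusted p = 0.0498 with an estimated correlation). Ar fell by 2.46 ± 0.10 and its target Pmepa1 was at -3.18 ± 0.08, with 6 of 12 genes of that list lower and 1 higher (adjusted p = 0.24 with an estimated correlation). Of the fibroblast genes 5 of 12 fell and 1 rose, with Col1a1 at -2.14 ± 0.08 (adjusted p = 0.36 with an estimated correlation). In the NOTCH pathway the targets went apart, with Hes1 at -1.66 ± 0.07 and Hes5 at 1.69 ± 0.09. MHC class II genes rose in 5 of 7 cases, with Ciita at 3.13 ± 0.13 and H2-Aa at 1.46 ± 0.07 (adjusted p = 0.25 with an estimated correlation), beside the B cell genes that carry them. In the upper UMI mode alone, 3 of the 7 were called.

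In all, edgeR called 3545 of 17595 genes between the sites, 1532 higher and 2013 lower in lymph node. Of the engineered genes Rb1 (0.26 ± 0.08), Trp53 (0.98 ± 0.07) and Myc (-0.24 ± 0.07) were not called, and Trp53 passed the fold threshold in 3 other settings.

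Within each section, spots were ranked by the share of UMIs in 21 NE marker genes (the NE score) and divided into 3 equal parts, of which the highest (NE-high) was compared with the lowest (NE-low). As a section held 2 or 3 tumours, this contrast was not separated from a difference between the tumours of a section. In the 10-week primary sections the NE-high spots carried more of nearly every NE factor, with Sox1 at 2.18 ± 0.04, Insm1 at 1.93 ± 0.04, Ascl1 at 1.91 ± 0.04 and Foxa2 at 1.84 ± 0.03. Genes lower in NE-high spots included Krt5 at -3.17 ± 0.09, Krt6a at -2.76 ± 0.06, Krt17 at -2.66 ± 0.06 and the surface antigen gene Tacstd2 at -2.89 ± 0.04. Isg15, of the interferon list, was at -2.33 ± 0.07 and H2-D1, of the MHC class I list, at -1.45 ± 0.04. Of 26 lists tested in this contrast 12 passed with the preset correlation and none with an estimated one.

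Of 15 NE transcription factors 13 rose in NE-high spots, with Olig3 at 2.26 ± 0.08, Mycn at 2.11 ± 0.20, Neurod1 at 1.70 ± 0.28, Snai3 at 1.45 ± 0.06 and Pou3f4 at 1.41 ± 0.11. Nfatc2 at 0.97 ± 0.05 was not called, but passed in 3 other settings, at 1.02, 1.03 and 1.16. Pou2f3 alone fell, at -3.55 ± 0.29. The list shift had an adjusted p = 0.058 with an estimated correlation. Part of the list was chosen by the study on these sections, and further members were described by it in their NE regions. NOTCH genes split, with Dll3 at 2.10 ± 0.05 and the receptor gene Notch1 at -1.89 ± 0.06. Basal genes fell in 10 of 11 cases (adjusted p = 0.12 with an estimated correlation), MHC class I genes in 8 of 9, with Tapbp at -1.58 ± 0.04 and B2m at -1.26 ± 0.04 (adjusted p = 0.12 with an estimated correlation), and interferon genes in 9 of 10, with Gbp2 at -1.99 ± 0.08 and Irf7 at -1.88 ± 0.08 (adjusted p = 0.17 with an estimated correlation). By contrast none of 7 MHC class II genes was called by edgeR or DESeq2 (4 had an unadjusted p below 0.05), with Cd74 at -0.18 ± 0.04. Ar fell by 2.19 ± 0.09 and its target Pmepa1 was at -2.09 ± 0.04, while Krt8 at 0.73 ± 0.04 was not called. Of the EMT list 7 of 10 fell and 1 rose, with Vim at -1.11 ± 0.04 and Fn1 at -1.05 ± 0.04 (adjusted p = 0.12 with an estimated correlation), and both ended at -0.87 and -0.82, past the adjusted p alone, when spots were ranked after thinning.

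The largest rises in NE-high spots were Sfrp5 (2.48 ± 0.08), Rtn1 (2.46 ± 0.10), Nefl (2.40 ± 0.05), the receptor subunit gene Chrnd (2.35 ± 0.08) and the channel gene Trpc4 (2.33 ± 0.09). The largest falls were Crct1 (-3.65 ± 0.07), Klk6 (-3.39 ± 0.10), Rhox5 (-3.39 ± 0.08), Sprr4 (-3.36 ± 0.18) and a deprecated feature under the Krt79 identifier (-3.32 ± 0.12). Rhox5 was thus lower in NE-high spots of the sections in which it rose over 4 and 6 weeks. Rb1 rose by 1.11 ± 0.06, while Trp53 (0.61 ± 0.05) and Myc (-0.91 ± 0.03) were not called. Rb1 stood at 0.98 with spots ranked after thinning, and Myc passed with spots divided into 4 parts (-1.06) and in the upper UMI mode (-1.11). Of 15859 genes, 3518 were called, 1596 higher and 1922 lower in NE-high spots.

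In the lymph node sections the NE score went from 0.110 and 0.113% of UMIs in NE-low to 0.229 and 0.238% in NE-high spots, a narrower range than the 0.053 and 0.047% to 0.226 and 0.236% of primary sections. None of 15 NE transcription factors was called by edgeR or DESeq2 (9 had an unadjusted p below 0.05), with Ascl1 at 0.47 ± 0.04, Foxa2 at 0.50 ± 0.02 and Sox1 at 0.41 ± 0.03, each past the adjusted p without reaching the fold threshold. NE-low spots were instead richer in lymphocyte genes. All 10 B cell genes were lower in NE-high spots, with Cd19 at -2.50 ± 0.06 and Cd79b at -2.46 ± 0.05. All 13 T cell genes were lower too, with Trac at -1.51 ± 0.05 and Cd3d at -1.63 ± 0.06, as were all 7 MHC class II genes, with H2-Aa at -2.30 ± 0.04, H2-Ab1 at -2.26 ± 0.05 and Cd74 at -2.19 ± 0.04.

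These 3 lists held with an estimated correlation (adjusted p = 0.015, adjusted p = 0.015 and adjusted p = 0.016). So did the MHC class I list, with 6 of 9 lower (adjusted p = 0.024), the macrophage list, with 4 of 12 lower and Csf1r at -1.30 ± 0.08 (adjusted p = 0.030), and the adipose list, with all 5 measured members lower and Fabp4 at -2.30 ± 0.06 (adjusted p = 0.024). Psmb8 at -1.29 ± 0.05 and Tapbp at -1.12 ± 0.05 were the MHC class I genes with the smallest p. Fibroblast genes fell in 7 of 12 cases, with Dcn at -1.70 ± 0.09 and Thy1 at -1.43 ± 0.07 (adjusted p = 0.14 with an estimated correlation). The largest falls were Bank1 (-2.51 ± 0.06), Cd19, Fcmr (-2.48 ± 0.09), Cd79b and a deprecated feature under the Lyz1 identifier (-2.43 ± 0.14). The largest rises were Chdh (1.51 ± 0.12), Clmn (1.39 ± 0.09), Dync1i1 (1.31 ± 0.10), Sfrp5 (1.29 ± 0.09) and the synapsin gene Syn2 (1.26 ± 0.11). Ar fell by 1.72 ± 0.20, and Krt8 (0.57 ± 0.04), Dll3 (0.33 ± 0.05) and Rb1 (-0.25 ± 0.06) were not called.

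Of the genes tested, 1850 were called between NE-high and NE-low spots of the lymph node sections, 155 higher and 1695 lower. With spots ranked after thinning to 3000 UMIs, which also left out shallower spots (1438 and 1358 per part in place of 1638 and 1629), 877 were called, 35 higher and 842 lower, and Chdh, Clmn, Dync1i1, Sfrp5, Syn2, Ar, Csf1r, Psmb8 and Tapbp were then past the adjusted p without the fold. DESeq2, with the ranking as reported, gave 95 higher and 1489 lower. Barcodes of the lower UMI mode made up 66.5 and 64.0% of the NE-low and 50.6 and 53.5% of the NE-high spots, and in the upper mode alone 2 of the 9 MHC class I genes were called.

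Whether the contrast of NE-high with NE-low spots differed between the sites was tested as an interaction. It did for 2298 genes, 820 with a higher and 1478 with a lower effect in lymph node than in primary sections. The effect on Ascl1 was lower, at -1.44 ± 0.06, as on Foxa2 (-1.34 ± 0.04), Insm1 (-1.63 ± 0.05) and Dll3 (-1.76 ± 0.07). Of 15 NE transcription factors 13 had a lower effect (adjusted p = 0.12 with an estimated correlation), as had all 7 MHC class II genes, with H2-Aa at -2.41 ± 0.06 and Cd74 at -2.02 ± 0.06 (adjusted p = 0.12 with an estimated correlation). Interferon genes had a higher effect in 4 of 10 cases, with Isg15 at 1.99 ± 0.11 and Rsad2 at 1.76 ± 0.11 (adjusted p = 0.40 with an estimated correlation). The plasma cell genes Mzb1 (-3.10 ± 0.19) and Jchain (-1.94 ± 0.13) had a lower effect.

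**Figure D4:**
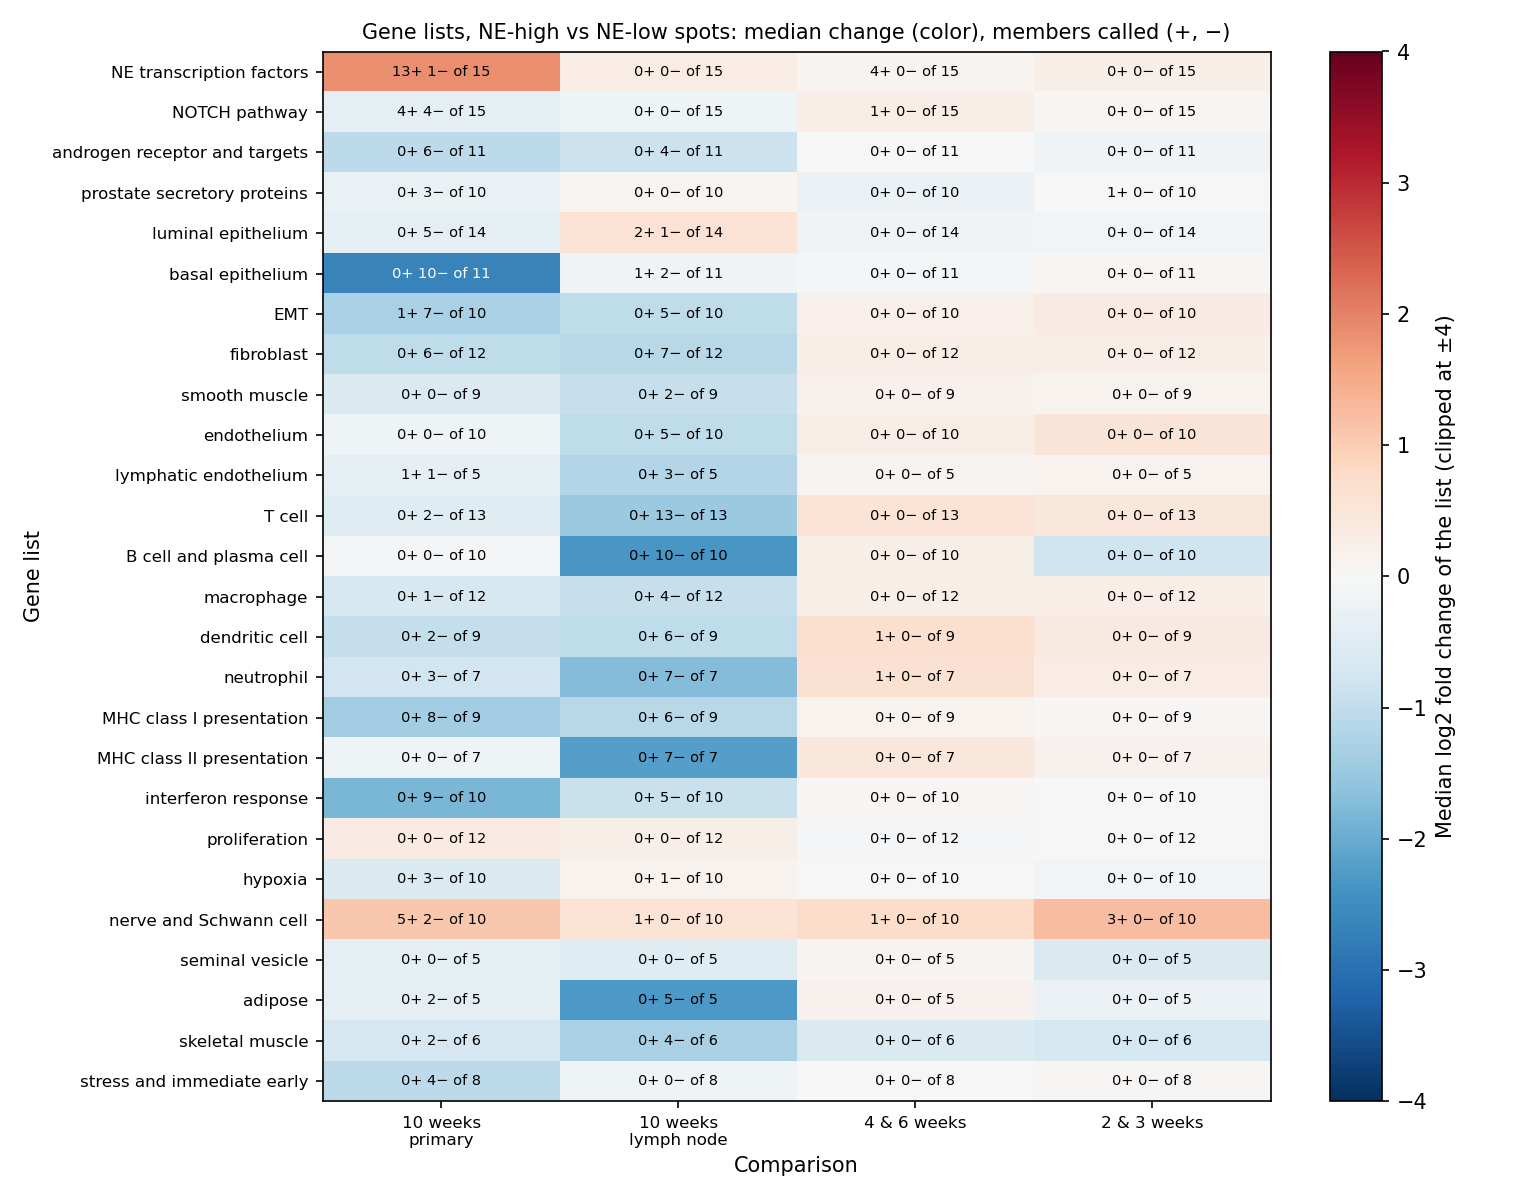
The rows are gene lists and the columns the groups of sections in which NE-high were compared with NE-low spots. Color gives the median fitted log2 fold change of a list and the text the members called higher (+) and lower (−) of those measured. MHC class II genes show 7 of 7 called lower in the lymph node sections and none in the 10-week primary sections.

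At the earlier stages the same ranking served as background, since any section has a highest part. The NE-low spots there held 0.0% of their UMIs in the score genes and were also shallower. Their median was 3887 and 3982 UMIs at 2 and 3 weeks, against 8951 and 9252 in NE-high spots. At 4 and 6 weeks it was 2833 and 4042, against 10141 and 10293. The contrast at these stages was thus in part one of depth. At 4 and 6 weeks NE-high spots already carried more Ascl1 (2.44 ± 0.08), Foxa2 (2.59 ± 0.16), Insm1 (2.00 ± 0.08), Prox1 (2.03 ± 0.18) and Dll3 (3.00 ± 0.22), while Hes6 at 0.50 ± 0.04 was not called. Tmem163 (2.22 ± 0.13) and Bex2 (1.82 ± 0.13) also rose. Each of these sections held 3 tumours of different ages, so a contrast between tumours or ages could not be told apart. Of 15 NE transcription factors 4 rose (adjusted p = 0.11 with an estimated correlation). At 2 and 3 weeks no NE transcription factor was called by edgeR or DESeq2 (1 of 15 had an unadjusted p below 0.05), and 3 of 10 nerve and Schwann cell genes rose (adjusted p = 0.078 with an estimated correlation). Genes expressed in nerves were among the rises: Npy (2.36 ± 0.18), Cartpt (2.50 ± 0.25), Prph (2.00 ± 0.14), Tubb3 (1.71 ± 0.21), Pcsk1n (2.22 ± 0.18), Nefl (3.19 ± 0.37) and Dbh, with 54 against 2 UMIs and a ratio of 15.8 (95% exact counting interval 4.17 to 134). Falls were in Pip (-4.01 ± 0.20), Prol1 (-3.28 ± 0.13), Mia (-1.61 ± 0.19), Ckmt2 (-1.06 ± 0.21) and Cldn10 (-1.01 ± 0.14).

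The counts at these stages were small, 273 at 4 and 6 weeks (261 higher) and 75 at 2 and 3 weeks (56 higher). They moved with the way spots were chosen and ranked, from 152 to 499 and from 32 to 126. At 2 and 3 weeks the balance turned as well, with 13 higher and 26 lower without replicate 2, and 29 higher and 56 lower with spots of at least 500 UMIs. Without replicate 2 the counts were 153 and 39, and Nefl (2.86, adjusted p = 0.0605) and Dbh (3.08, adjusted p = 0.473) missed the adjusted p while their folds stayed above the threshold. The 5 falls at 2 and 3 weeks were lost with spots ranked after thinning, as Pip fell by 0.88 and the others by less. Among the rises, Tubb3 was not called with spots of at least 500 UMIs, at 0.93.

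In NE regions of 10-week primary tumours, picked by histology and deconvolution, the study described factors found in all regions and others in some. Here these factors were read in the NE-high spots of primary and lymph node sections, which are a different choice of spots. At 3000 UMIs per spot Hes6 was found in 99.8 and 99.9% of the primary and 99.8 and 99.6% of the lymph node NE-high spots, and Insm1 in 92.2, 91.7, 90.4 and 90.1%. Prox1 (64.9, 67.6, 67.3 and 71.0%), Foxa2 (66.0, 64.4, 64.3 and 68.4%) and Sox1 (53.2, 60.4, 66.5 and 65.6%) were found in most of them. Olig3 (12.6, 14.9, 16.0 and 16.6%), Onecut2 (4.57, 5.63, 7.44 and 6.31%), Pou3f2 (2.16, 3.45, 5.26 and 5.17%) and Mycn (1.48, 1.79, 1.33 and 0.837%) were found in few. These shares grow with depth, as for Olig3 in primary replicate 1, from 5.27% at 1000 to 19.3% at 5000 UMIs. They do not tell a low, even level from presence in some regions only. Pou3f4 was found in 7.84 and 5.50% of primary and 0.842 and 0.989% of lymph node spots, and Neurod1 in 0.802 and 0.464% against 4.49 and 4.03%. Pou2f3 was in 0.185 and 0.199% of primary spots and in none of 1425 and none of 1315 lymph node spots, which allows up to 0.211% and 0.228%. Ascl1 itself was in 99.8, 99.9, 99.7 and 100% of these spots, so the ratio of observed to expected joint detection lay between 0.994 and 1.003 by construction and could not show an association.

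The genes central to the account have the following positions on the mouse genome build mm10. Ascl1 (ENSMUSG00000020052) lies on chromosome 10, 87490819 to 87493660, Foxa2 (ENSMUSG00000037025) lies on chromosome 2, 148042877 to 148046969 and Neurod1 (ENSMUSG00000034701) lies on chromosome 2, 79452521 to 79456751. Sox1 (ENSMUSG00000096014) lies on chromosome 8, 12395295 to 12400126, Pou3f4 (ENSMUSG00000056854) lies on chromosome X, 110814280 to 110817207 and Krt5 (ENSMUSG00000061527) lies on chromosome 15, 101707070 to 101712898. Krt8 (ENSMUSG00000049382) lies on chromosome 15, 101996698 to 102004482 and Rb1 (ENSMUSG00000022105) lies on chromosome 14, 73183673 to 73325822, and all are annotated as protein-coding.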

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

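No test in this part was chosen after its result was seen, except the setting with the upper UMI mode alone. The contrast of NE-high with NE-low spots differed between lymph node and primary sections, by the interaction test, for 2298 genes, and this difference is what singled them out. The count was 1682 with spots ranked after thinning, 1877 with DESeq2, 2785 with the upper UMI mode alone and 8335 without the fold threshold, and lay between 2052 and 2249 with 1 section left out. Both site groups rest on adjacent slices of 2 tumours each, so the test says that the slices differ and not that sites do in general.

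NE genes and Rb1 had a lower effect in lymph node than in primary sections: Ascl1 by -1.44, Insm1 by -1.63, Foxa2 by -1.34, Dll3 by -1.76 and Rb1 by -1.36 on the log2 scale. For Rb1 the sign changed, from 1.11 in primary to -0.25 in lymph node sections. In primary sections the NE-low spots held 31928 and the NE-high spots 158389 Ascl1 UMIs, and in lymph node sections 52410 and 107975. The NE score that ranked the spots also spanned less there, from 0.110 and 0.113 to 0.229 and 0.238% of UMIs, against 0.053 and 0.047 to 0.226 and 0.236% in primary sections, so a smaller effect on NE genes was not separated from this narrower range. All 7 MHC class II genes, 4 of 10 B cell genes and 3 of 13 T cell genes were called with a lower effect in the lymph node. Genes named among those with a lower effect are Pou2af1 by -3.87, Mzb1 by -3.10, Jchain by -1.94, H2-Aa by -2.41, Cd74 by -2.02, Cd55 by -3.31 and Dpp4 by -3.25. H2-Eb2 (-3.25) and the deprecated feature under the Fcmr identifier (-3.58) rest on 4 and 11 and on 1 and 4 UMIs in the NE-low and NE-high spots of primary sections. Their call was lost without replicate 2 of the primary sections, at -2.75 and -3.28, and that of the second also without replicate 1, at -4.64. The interferon genes Isg15 and Rsad2 had a higher effect in lymph node, by 1.99 and 1.76.

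Hr (4.13) and Cst6 (3.66) had a higher effect in lymph node sections as well, but there they were low, with 32 and 103 and with 56 and 114 UMIs in NE-low and NE-high spots, against 7584 and 1229 and 17381 and 2464 in primary sections. Tns4 (fitted difference 7.45), Col10a1 (6.09) and Krtdap (3.65) had 0, 0 and 3 UMIs in NE-low and 7, 13 and 6 in NE-high spots of the lymph node, so the fitted values depend on the prior count and are no measure of size. Col10a1 stood at 0.93 with a score from 5 genes. Krtdap was not called in 5 settings, at 1.09 with that score, 1.80 with a score after thinning, 2.82 with spots in 4 parts, 3.26 without replicate 1 of the lymph node sections and 4.18 without replicate 2.

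Barcodes below the depth filter, which the reported comparisons left out but the settings with all barcodes and with at least 500 UMIs took in part or in full, held Ascl1 at 4 and 6 weeks, at 72.0 and 61.7 CPM in the 2 sections, without TMM scaling. This signal was singled out because it lay above the level in such barcodes at 2 and 3 weeks, 1.249 and 1.446 CPM from 2 UMIs each, where a floor of 3 counts is 1.87 and 2.17 CPM. It rests on 52 and 61 UMIs. The spots past the filter of these sections held 41.7 ± 2.44 CPM (SD, n = 2). At 10 weeks such barcodes were few, 37 and 59 in primary and 73 and 103 in lymph node sections, and held 2066 and 2513 and 2529 and 3006 CPM, against 1902 ± 17.4 and 2174 ± 116 CPM (SD, n = 2 each, with TMM scaling) in the spots past the filter. Whether such barcodes lie on tissue is not given, and no explanation was tested.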

How the results depend on the processing

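The analysis of the upper UMI mode alone was chosen after the data were seen. Across all settings, values of named genes kept their direction and their side of the threshold in 3459 comparisons of a gene with a setting, passed only in the alternative in 44, passed only as reported in 46 and changed sign in 12. Counts and shares stayed within their bounds in 108 cases and moved in 63.

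Counts of called genes moved most where the fold threshold was dropped, by construction: 12537 (4 and 6 against 2 and 3 weeks), 12304 (10 weeks against 4 and 6), 14813 (10 weeks against 2 and 3), 11232 (lymph node against primary), 11060 (NE-high against NE-low spots, primary), 7740 (lymph node), 1728 (4 and 6 weeks), 665 (2 and 3 weeks) and 8335 (the difference between sites). With each spot thinned to 1000 UMIs 10 weeks against 2 and 3 gave 5285 and 4 and 6 weeks against 2 and 3 gave 1925, as the counts are then fewer. With spots ranked after thinning, which also left out spots under 3000 UMIs, NE-high against NE-low spots gave 877 genes in lymph node and 45 at 2 and 3 weeks. With at least 500 UMIs per spot, the same contrast at 4 and 6 weeks gave 152. With at least 5000 it gave 499, and at 2 and 3 weeks 121. With spots in 4 parts it gave 472 and 126, and with a score from 5 genes 32 at 2 and 3 weeks. For these the cause was not tested.

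Without 1 section, in the order above, the counts ranged from 3754 to 4236, 4792 to 5165, 8051 to 8630, 3362 to 3555, 3337 to 3341, 1556 to 1574, 153 to 187, 39 to 56 and 2052 to 2249. The lone section of a group was then assumed to vary like the others. With a replicate block, which pairs sections by number, the 4 comparisons between sections gave 4295, 5120, 8264 and 3530. DESeq2 gave 3606, 4747, 7684, 3236, 3183, 1584, 191, 51 and 1877. Upper quartile scaling moved the median of all genes to -0.25 in the first comparison and to -0.24 at 10 against 2 and 3 weeks, from -0.05 and 0.03.

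Of 142 shifts of gene lists at the preset correlation, 18 passed with an estimated correlation, which allows for genes that vary together.

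The signs that changed belonged mostly to genes near 0. Rb1 at 4 and 6 against 2 and 3 weeks was -0.15 with upper quartile scaling and -0.070 with thinned spots. Trp53 at 10 against 2 and 3 weeks was 0.082 with no filter on low counts and 0.20 with thinned spots, and ranged from -0.11 to 0.084 without 1 section (0.041 without replicate 2 of 2 and 3 weeks, 0.084 without replicate 1 of the 10-week primary sections). Chga in lymph node ranged from -0.14 to 0.061 without 1 section (0.041 without replicate 2 of the primary and 0.061 without replicate 1 of the lymph node sections). In NE-high against NE-low spots at 2 and 3 weeks Ckmt2 was 0.11 with at least 5000 UMIs, and Prol1, Mia and Cldn10 were 0.19, 0.036 and 0.094 with a score from 5 genes. These 4 had been called. The cause was not tested.

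The share of spots with Ascl1 grew with depth by construction. Thinned to 1000 UMIs, to 5000 UMIs and not thinned, it was 0.0302, 0.109 and 0.179% at 2 and 3 weeks, 4.04, 13.6 and 19.8% at 4 and 6 weeks, 75.2, 95.6 and 99.7% in primary and 86.8, 99.4 and 99.9% in lymph node sections at 10 weeks. In the upper UMI mode alone the last 2 were 88.7 and 98.1%. The order of the groups was the same at each depth.

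The keratin shares, thinned to 1000 and to 5000 UMIs, grew likewise. Krt8 was 31.4 and 80.2% and Krt5 28.1 and 70.3% at 2 and 3 weeks in spots without Ascl1. At 4 and 6 weeks they were 32.5 and 81.5% (Krt8) and 6.80 and 21.3% (Krt5) with Ascl1, and 30.7 and 79.3% and 5.02 and 19.1% without. In primary sections at 10 weeks they were 26.8 and 69.8% and 5.42 and 22.0% with, and 19.8 and 48.7% and 11.3 and 47.6% without. In lymph node sections Krt8 was 18.1 and 54.7% with Ascl1 and 14.1 and 13.7% without. The joint detection of Ascl1 and other factors had a median of 1.01 and 1.0 times that expected in primary sections at 1000 and 5000 UMIs and 0.997 in lymph node sections at 1000.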

Other observations

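The tests of this part were planned, except that the control of the matched positions with known genes, the comparison of spread with genes of like level and the upper UMI mode were added after results were seen. The smaller tissue lists filled in the picture between lymph node and primary sections at 10 weeks. Hypoxia genes fell in 5 of 10 cases, with Car9 at -3.16 ± 0.15 and Egln3 at -2.45 ± 0.07 (adjusted p = 0.14 with an estimated correlation). Stress and immediate early genes fell in 5 of 8 cases, with Hspa1b at -3.75 ± 0.10 (adjusted p = 0.14 with an estimated correlation). Dendritic cell genes rose in 4 of 9 cases and fell in 1, with Ccr7 at 4.75 ± 0.12 (adjusted p = 0.36 with an estimated correlation). Lymphatic endothelium genes rose in 3 of 5 cases (adjusted p = 0.36 with an estimated correlation), neutrophil genes in 3 of 9 (adjusted p = 0.58 with an estimated correlation) and adipose genes in 4 of 6 (adjusted p = 0.14 with an estimated correlation), the last 3 of 6 higher and 1 lower in the upper UMI mode. Endothelium genes rose in 1 and fell in 2 of 10 cases, and nerve and Schwann cell genes fell in 5 of 10. Skeletal muscle genes fell in 2 of 6 cases, or in all 6 in the upper UMI mode.

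Genes of chromosome 1 were shifted as a set between lymph node and primary sections, with a median log2 fold change of 0.223 over 475 genes, 72.0% of them higher. Random sets of genes gave medians between -0.044 and 0.0409 (permutation p = 0.0001, the smallest they can give, or 0.0002 adjusted). Of 20 chromosomes 11 passed the adjusted p, such as 5 at -0.170 and X at 0.166, but 2 of them, 1 and 8 (0.220), had the absolute median of 0.2 asked for. This argues against chance over genes drawn independently. The draws do not allow for genes that vary together, so they cannot speak to that case. All 20 windows of chromosome 1 had its sign (100%), which argues against a few gene families. Between NE-high spots the shift of chromosome 1 was 0.849 times as large, past the bound of 0.8 set beforehand. The median log2 fold changes of 8, X and 11 between NE-high spots were 0.1615, 0.1112 and 0.0261, against 0.220, 0.166 and 0.0754 between whole sections. NE-high spots of the sites still differed in immune genes, such as Jchain with 5300 UMIs in lymph node and 1728 in primary sections. Unequal amounts of non-tumour cells thus stay open. After removal of a fit on GC content and level the shift was 0.798 times as large, just under the bound of 0.8 set beforehand, those of X, 7, 17 and 19 moved to 0.0320, -0.0084, -0.0052 and -0.0301, and those of 8 and 11 grew from 0.220 to 0.271 and from 0.0754 to 0.167, so GC content stays open for part of the shift of chromosome 1 and for most of the first 4. A copy number difference between the tumours at the 2 sites, which may give such a shift (0.223), stays open as a hypothesis, and no copy number was measured.

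Rb1, which the organoids were made to lack, had counts that rose by 1.49 ± 0.09 between 2 and 3 weeks and the 10-week primary tumours. UMIs from cells outside the tumour would lower Rb1 in NE-high spots if NE-low spots hold more such cells. In primary sections Rb1 was higher in NE-high spots, by 1.11, but NE-low spots there were not shown to hold more of those cells. In lymph node sections, where NE-low spots were richer in lymphocyte genes, Rb1 was at -0.25 ± 0.06, the direction such UMIs would give. This explanation stays open. Scaling is argued against by a lowest value of 1.22 under 2 other scalings. Where the probes lie relative to the edit is not given, so transcripts left from an edited gene may be counted, and this was not tested.

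Whether Pou3f4, Neurod1, Olig3, Onecut2, Pou3f2 and Mycn lie in patches of the 10-week tumours was asked without spot positions. Correlation between equal barcodes of adjacent sections put 0 of the 6 factors above the middle 95% of genes of like level in lymph node sections, but most B cell genes used as a control did not pass either, so this test decides nothing. Within NE-high spots 4 factors in each group had more spread than random capture allows in both sections, which argues against counting noise alone for those. Genes of like level had median indices between 1.03 and 1.19, each below the bound of random capture for its factor and section, but the factors past the bound other than Olig3 lay between the percentiles 67.7 and 88.3 of such genes and thus within their usual range, and Olig3 was the factor of the 6 that lay at or above the percentile 98.0 of them in each of the 4 sections (index 2.01, 1.85, 1.46 and 1.54). Olig3 may thus vary between regions of NE tumour or between the 2 tumours of a section, which were not told apart. Mycn, at the percentile 39.3 or lower, gave no sign of such variation.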
